A study of Danio rerio with 6 samples. Its data were reported in "Global identification of Smad2 and Eomesodermin targets in zebrafish identifies a conserved transcriptional network in mesendoderm and a novel role for Eomesodermin in repression of ectodermal gene expression" (2014).

How the data were processed

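Gene expression in zebrafish embryos was profiled on 6 one-colour Agilent arrays, 3 of control-injected and 3 of *ndr1*-injected AB embryos, each from about 200 embryos at sphere stage. Per the labels, 15 µg of total RNA was labelled with an Alexa Fluor dye, the control injection was 1 nl of water and the other held 50 pg of *ndr1* mRNA. The general injection methods of the study give a smaller amount of *ndr1* mRNA and *egfp* mRNA as the control, and the labels were followed here. Groups and replicate numbers were taken from the sample titles.

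The deposited table holds 1 log2 value per feature and array, which the authors had normalised by qspline. That the values are on a log2 scale was read from their range, 4.92 to 16.3. Background correction, detection calls, slide and scan day are not given in the sources used here, and control features could not be told apart, so all 45220 features were tested. No normalisation was added.

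Features were named through the platform annotation: 21061 were listed with 1 gene symbol, 0 with several, and 24159 were not listed and stay unnamed here. Symbols were updated through Entrez numbers for 20133 features and through accessions for 409, with names of the GRCz12tu RefSeq annotation, and 519 kept the symbol of the table. In all, 298 feature symbols changed, and 14434 genes were named. Genomic positions of the probes were not used here.

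Differences were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates, and p was adjusted by the Benjamini-Hochberg method. A feature or gene was called at an adjusted p below 0.05. At gene level each gene was represented by its feature with the highest mean over all 6 arrays. The study gives a cutoff of 0.02 without naming the adjustment, and counts at an unadjusted p of at most this value are given as well. Errors of differences are the moderated standard errors of the fit.

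A total of 20 gene lists, fixed before the data were examined, were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation. They were the Nodal pathway, endoderm, mesoderm and margin, organizer, ventral and BMP, FGF response, Wnt, ectoderm and neural, enveloping layer, yolk syncytial layer, germ plasm, maternal, early zygotic, stress and p53, antiviral, chromatin assembly and housekeeping lists, and 3 lists of genes named by the study. Counts adjusted over the list alone use Benjamini-Hochberg within the list. Overlaps with the study's Smad2 and MZ*eomesa* gene lists, of which only names and directions were used, were tested against all named genes with the chi-square test, or Fisher's exact test where an expected count was under 5. Of 661 Smad2-proximal names 326 were found on the array, and of 491 and 692 names lower and higher in MZ*eomesa* embryos 231 and 325. The table of Smad2 regions holds fewer different gene names than the number of genes the study counts, and why is not known here.

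The named genes are *ndr1*, all called genes, the 4 members of each list with the smallest p and all measured members of the lists taken from the study. *pcdh8*, *cxcr4a*, *her3* and the genes outside the lists that the closing section names were chosen after their values had been seen.

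On simulated data with the spread of these arrays, the fit over 14434 genes called 0% of genes changed by 1 log2 unit, 31.2% of those changed by 2, 55.6% by 3 and 78.9% by 4, with 1 false call. Over 45220 features it called 0%, 12.0%, 56.0% and 76.0%, with 4 false calls. Noise was drawn independently for each feature, without the trend with array position that the real arrays carry. The shares and false calls may therefore differ on the real arrays. On 40 simulated lists of random genes, camera found the 1 shifted list and called 1 other. The simulated genes varied independently of one another, so this does not test camera where genes are correlated.

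Alternatives were fixed before the data were examined: the replicate number as a block, quantile normalisation, median centring, leaving out the dimmest features, an intensity trend with robust variance, array weights, each array left out in turn, other thresholds, other rules for genes with several features, and other set tests. Subtraction of array position, and tests without *ndr1* itself, were added after the data had been examined. The feature grid, 85 columns wide, was inferred from the correlation of neighbouring feature numbers, and the local median deviation from the median array was subtracted in windows of 5, 9, 15 and 25 features; position-corrected values of single genes and lists use 9, chosen after counts with all 4 windows had been seen. On simulated arrays with an added smooth trend, subtraction raised the share of features called at 1 log2 unit from 24.0% to 70.0% and reduced false calls from 77 to 9. The noise in this simulation was set well below that of the simulation above, so these shares do not carry over to the real arrays.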

Results

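Expression was measured at sphere stage, a blastula stage of the zebrafish, in whole AB embryos that had been injected with mRNA for the Nodal ligand gene *ndr1* or with water. The 6 arrays fell into 2 groups of 3. Each sample was RNA from about 200 embryos, and each *ndr1*-injected embryo had received 50 pg of *ndr1* mRNA in 1 nl per the labels. Each array held 45220 features, of which 21061 carried 1 gene symbol, giving 14434 named genes. After the authors' normalisation the arrays had medians between 8.70 and 8.71 on the log2 scale. The correlation between arrays across features ranged from 0.820 to 0.928, and within the groups from 0.836 to 0.886 for control-injected and from 0.920 to 0.926 for *ndr1*-injected embryos. The number of arrays limits the precision of every value given here. The labels do not say whether the 3 samples of a group came from separate clutches, so the p-values measure only the spread between these samples, which can be technical.

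The injected gene was examined first. The single *ndr1* feature on the array (feature 20295) read 10.5 ± 0.39 in control-injected and 14.2 ± 0.58 in *ndr1*-injected embryos (log2 signal, SD, n = 3), a difference of 3.65 ± 0.37 (SE) or 12.6-fold. All 3 *ndr1*-injected values lay above all 3 control-injected values. The adjusted p of the limma fit over genes was 0.0658 and missed the threshold of 0.05. An exact two-sided permutation test gave p = 0.1, the smallest value that 3 arrays against 3 allow. Where the feature lies in the transcript is not known here, so the signal can include injected as well as endogenous mRNA.

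**Figure D1:**
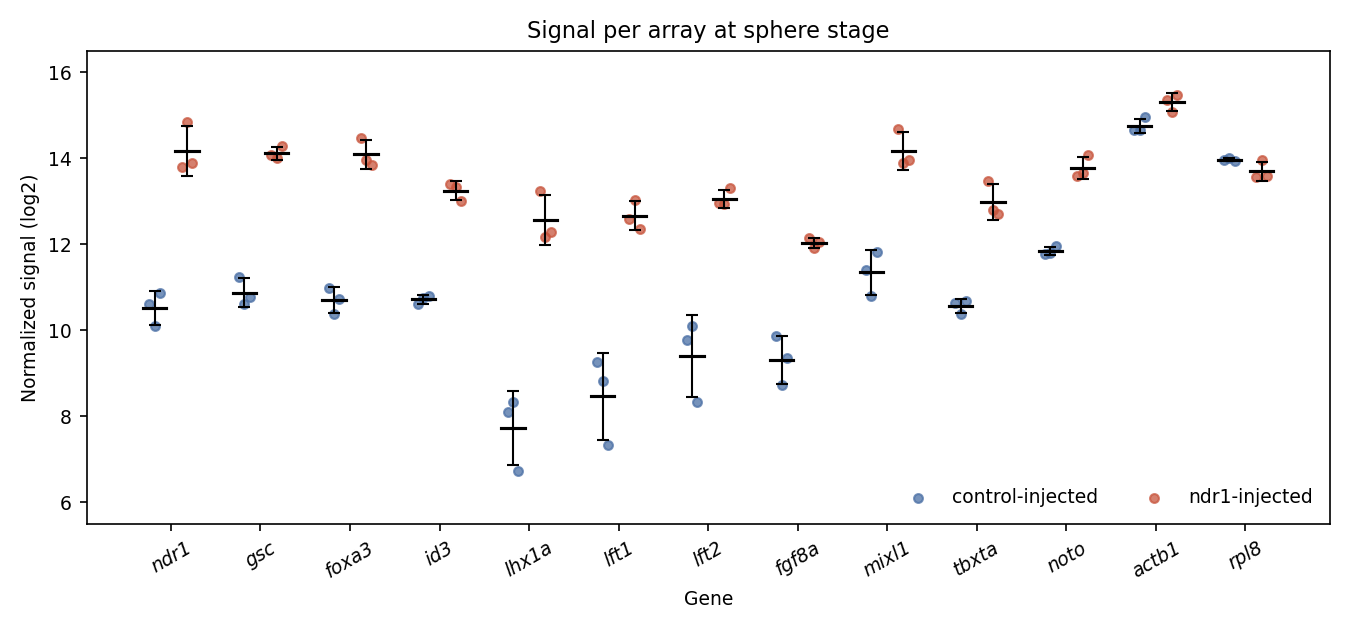
Normalised log2 signal per array for 13 genes in control-injected (blue) and *ndr1*-injected (red) embryos; points are the 3 arrays of a group, bars the mean and whiskers the SD. *gsc*, *foxa3* and *id3* stand apart by 2.52 to 3.39 log2 units, while the reference genes *actb1* and *rpl8* differ by 0.54 and -0.27.

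The first question was which genes respond when Nodal signalling is raised in the blastula. At gene level 3 genes changed, and all 3 were higher in *ndr1*-injected embryos. The homeobox gene *gsc*, expressed in the dorsal organizer, rose from 10.9 ± 0.33 to 14.1 ± 0.15 (SD, n = 3), a difference of 3.24 ± 0.26 (SE) or 9.43-fold with an adjusted p of 0.0401 (feature 28423). The forkhead gene *foxa3*, an endoderm marker, rose from 10.7 ± 0.30 to 14.1 ± 0.34, by 3.39 ± 0.28 or 10.5-fold, also with an adjusted p of 0.0401 (feature 7580). *id3*, which encodes an inhibitor of basic helix-loop-helix factors, rose from 10.7 ± 0.10 to 13.2 ± 0.21, by 2.52 ± 0.23 or 5.75-fold with an adjusted p of 0.0444 (feature 20611). Each of these genes has 1 feature on the array. No gene was called lower.

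The genes just short of the threshold were also higher in *ndr1*-injected embryos. *lhx1a*, a LIM homeobox gene of the organizer, differed by 4.84 ± 0.50 (SE), with an adjusted p of 0.0658. The T-box gene *tbxta*, the notochord gene *noto*, the homeobox gene *mixl1*, the FGF ligand gene *fgf8a* and the Nodal antagonist genes *lft1* and *lft2* all had an adjusted p of 0.112 and were 5.35, 3.80, 7.11, 6.59, 18.3 and 12.6 times as high as in control-injected embryos. For *fgf8a* all 3 features were higher, between 2.72 and 3.26.

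Feature by feature, 0 of the 45220 features passed the threshold with limma, the lowest adjusted p being 0.106, and 3048 had an unadjusted p below 0.05. At an unadjusted p of at most 0.02, 1065 features stood out (530 higher and 535 lower), where chance alone gives 904, and at gene level 395 genes (248 higher and 147 lower), where chance gives 289. Without each array in turn these counts ran from 566 to 2083 features and from 195 to 769 genes, the lowest being under the chance counts. Without *ndr1*-injected replicate 1, 113 genes were higher and 142 lower. Leaving out any 1 of the 6 arrays, or taking the replicate number as a block, ended the calls of all 3 genes, with *gsc*, *foxa3* and *id3* still apart by 3.1 to 3.4, 3.2 to 3.5 and 2.4 to 2.6 without each array in turn (adjusted p 0.0814 to 0.394), whereas an intensity trend with robust variance gave 42 features (36 higher, 6 lower) and 27 genes (24 higher, 3 lower). The arrays also carried a trend with the place of a feature on the array, and subtraction of this trend, an analysis chosen after the data had been examined, gave 7, 16, 26 and 24 genes for windows of 5, 9, 15 and 25 features, all of them higher. With a window of 5 *foxa3* and *id3* were no longer called (adjusted p 0.089 and 0.256), and with 9 *id3* was not (0.0975).

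**Figure D2:**
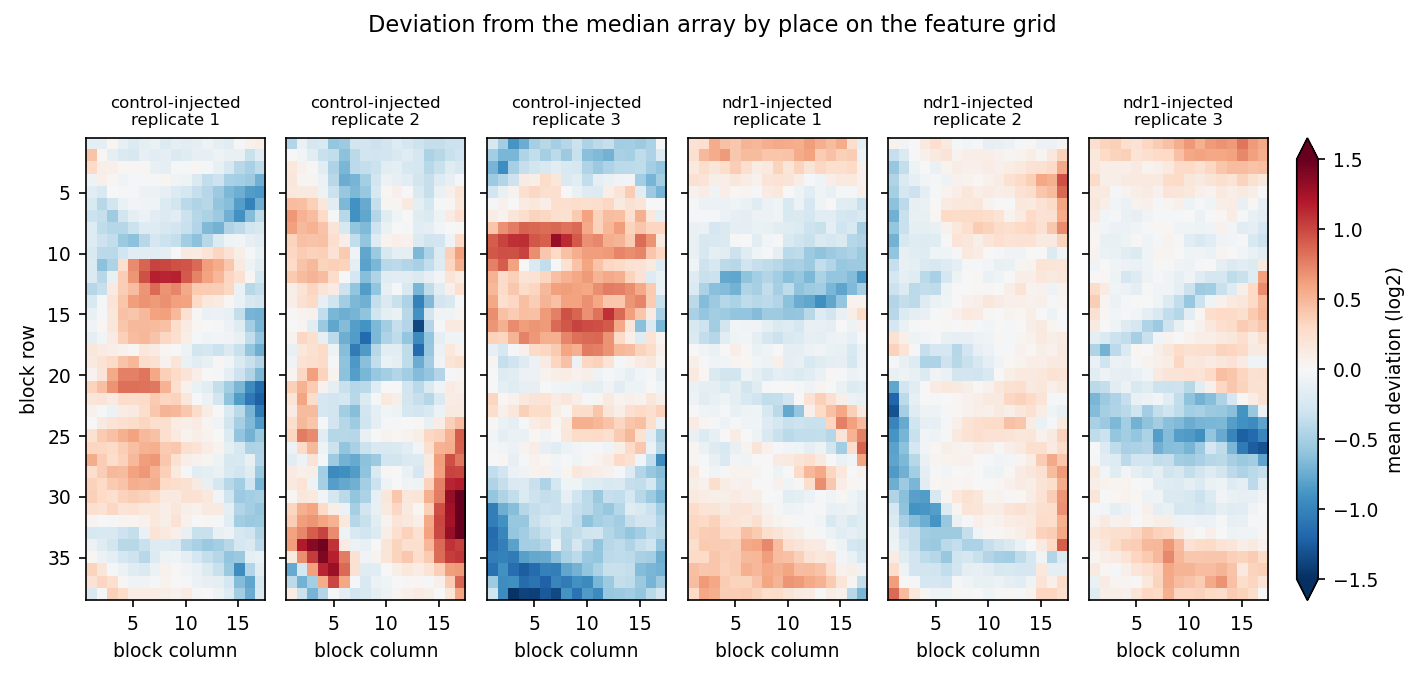
Mean deviation of each array from the median of the 6 arrays (log2), in blocks of 14 rows and 5 columns of the feature grid, which was inferred from the feature numbers; red is brighter and blue dimmer. Blocks range from -1.47 to 1.60, and the bright and dim patches lie in different places on each array.

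The 14 measured endoderm genes had a median change of 1.63 log2 units. With p adjusted over the list alone 9 rose and 0 fell, and 1 member, *foxa3*, passed over all genes. Once position was subtracted, 7 rose and 1, the chemokine receptor gene *cxcr4a*, fell over the list alone (-0.88). Among the 9 were *mixl1* (2.83 ± 0.36, SE), the forkhead gene *foxa2* (2.29 ± 0.40) and the homeobox gene *sebox* (4.29-fold, SE 0.41 on the log2 scale), of which a dimmer feature differed by 0.23 and the mean of both by 1.17. *sox32*, needed for endoderm formation, differed by 2.16 ± 0.49 on its brighter and 3.63 on its other feature. Camera, a test of a list against all other genes, gave an adjusted p of 3.57e-09 with its preset correlation between genes and adjusted p = 0.120 with an estimated correlation.

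Genes of the Nodal pathway itself divided into a few with large changes and many near 0. Of 21 measured members 4 rose with p adjusted over the list alone, namely *ndr1*, *lft1* (18.3-fold, SE 0.50 on the log2 scale), *mixl1* and *lft2* (3.66 ± 0.46), 0 fell, and 17 did not pass. None passed over all genes. The median was 0.28, and the adjusted p of camera was 7.13e-05, and adjusted p = 0.101 with an estimated correlation. Because *ndr1* was injected, its rise was set by the design, and without it 3 of 20 members rose, the median was 0.21 and the adjusted p of camera 9.12e-04, and adjusted p = 0.120 with an estimated correlation. The median with *ndr1* was 0.15 without control-injected replicate 2 and with the dimmest features left out, and 0.53 without control-injected replicate 3.

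Mesoderm and margin genes had a median change of 0.44 over 25 members. Of these 5 rose with p adjusted over the list alone, 0 fell, and none passed over all genes. Among them *noto* read 11.9 ± 0.10 in control-injected and 13.8 ± 0.26 in *ndr1*-injected embryos (SD, n = 3), the forkhead gene *foxc1a* 8.51 ± 0.43 and 10.6 ± 0.31, and *flrt3*, a membrane protein gene of the FGF synexpression group, 7.90 ± 1.16 and 10.3 ± 0.49. *tbxta* differed by 2.42 ± 0.28 (SE) and the protocadherin gene *pcdh8* by 1.86 ± 0.51. Camera gave an adjusted p of 4.28e-06, and adjusted p = 0.101 with an estimated correlation. Without *ndr1*-injected replicate 2 the median was 0.70, and with the dimmest features left out 0.69.

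Of 16 organizer and dorsal genes, 6 rose with p adjusted over the list alone and 1, *gsc*, over all genes, with a median of 0.67. Besides *gsc*, *lhx1a* and *fgf8a* these included *notum1a*, which encodes a secreted Wnt antagonist (3.78 ± 0.51, SE). Camera gave an adjusted p of 2.61e-05, and adjusted p = 0.166 with an estimated correlation. In the FGF response list 4 of 19 members rose over the list alone, *fgf8a*, *fgf3* (2.22 ± 0.43), the phosphatase gene *dusp6* (1.18 ± 0.23) and *flrt3* (2.36 ± 0.58), and none passed over all genes. The median was 0.23 and the adjusted p of camera 0.00180, and adjusted p = 0.245 with an estimated correlation. Without control-injected replicate 2 the FGF median was 0.13 and its adjusted p 0.0580. The median ran from 0.12 to 0.43 without each array in turn, and was 0.56 once position was subtracted, when 8 members rose over the list alone.

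Wnt genes had a median change of 0.51 over 27 members. Of these 4 rose over the list alone, 0 fell and none passed over all genes. They were *notum1a*, the ligand genes *wnt11* (1.56 ± 0.27, SE) and *wnt5b* (1.99 ± 0.45), and *prickle1b* (1.44 ± 0.31), a planar cell polarity gene. Dimmer features of *wnt11* and *prickle1b* differed by -0.31 and 0.42, and the means of their features by 0.625 and 0.93. Once position was subtracted, 6 members rose over the list alone. Camera gave an adjusted p of 8.98e-06, and adjusted p = 0.120 with an estimated correlation.

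**Figure D3:**
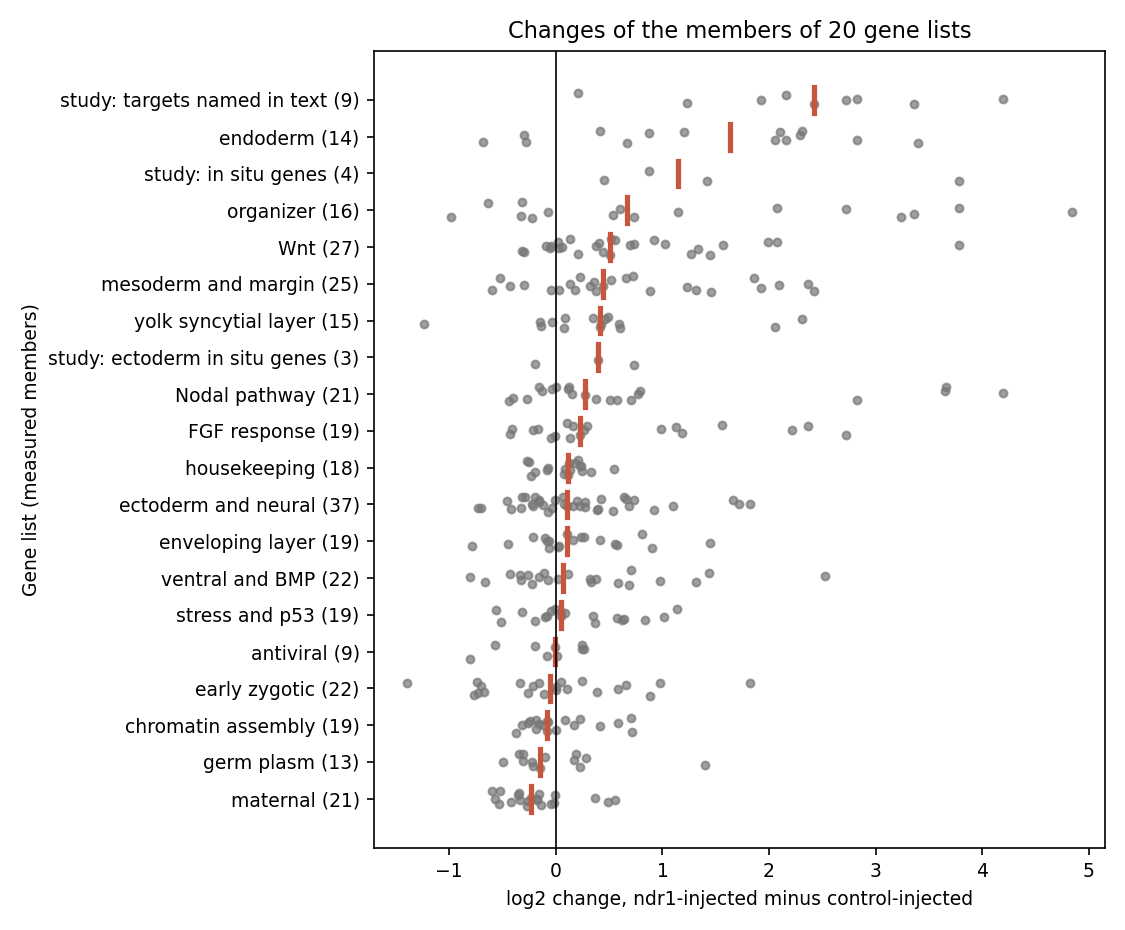
Log2 change (*ndr1*-injected minus control-injected) of each measured member of the 20 gene lists, with the number of members in brackets; grey points are genes and red bars the list medians. Medians run from -0.24 for maternal genes to 2.42 for the targets named by the study.

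Among 22 ventral and BMP genes 2 rose with p adjusted over the list alone, *id3* and the ligand gene *bmp4* (1.44 ± 0.33, SE), and *id3* also over all genes. *bambia*, a pseudoreceptor gene, differed by 0.98 ± 0.30 and *id1* by -0.80 ± 0.24 (0.55 and -0.44 once position was subtracted), neither past the test. The median was 0.07 and the adjusted p of camera 0.216, and the median ran from -0.07 without *ndr1*-injected replicate 1 to 0.19 without *ndr1*-injected replicate 2. Of 37 ectoderm and neural genes 1 passed over the list alone, the zinc finger gene *zic2a* (1.72 ± 0.28), with a median of 0.10 (0.001 to 0.27 over 17 alternatives) and an adjusted p of 0.173, which was 0.0393 without control-injected replicate 1. Once position was subtracted, 3 members rose and 1, *sox3*, fell over the list alone. *irx3a* differed by 1.66 ± 0.39, *sox3* by -0.73 ± 0.20 and *vgll4l* by 0.73 ± 0.21 (0.18 once position was subtracted).

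Early zygotic genes went both ways. Of 22 members 1 fell with p adjusted over the list alone, *blf*, a zinc finger gene, at -1.39 ± 0.24 (SE), and 0 rose. Once position was subtracted, *blf* was at -0.81 and did not pass, while 2 members fell over the list alone, *inka1a* (-1.24, against -0.76 ± 0.22 as deposited) and *sox3*, and 1 rose. The list median was -0.06 (-0.26 to 0.07 over 17 alternatives), with an adjusted p of 0.320, and without *ndr1*-injected replicate 1 they were -0.23 and 0.0120. Maternal genes were lower as a list by camera, with a median of -0.24 over 21 members and an adjusted p of 0.0143, and adjusted p = 0.634 with an estimated correlation. No member passed over the list alone, and *tubb4b*, *gdf9*, *cpeb1b* and *bmp15* differed by -0.57, -0.52, -0.54 and -0.60, with the dimmer *cpeb1b* features at -0.01 and 1.05. Over 17 alternatives *tubb4b*, *cpeb1b* and *bmp15* ran from -0.845 to -0.26, from -0.69 to 0.17 and from -0.81 to -0.30. Without *ndr1*-injected replicate 1 the maternal median was 0.01 and the adjusted p 0.526, without *ndr1*-injected replicate 2 they were -0.40 and 0.00123, and without control-injected replicate 2 they were -0.17 and 0.218. Once position was subtracted they were -0.26 and 0.0540.

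Lists for the other cell types of a whole blastula did not pass camera as fitted. Yolk syncytial layer genes had a median of 0.42 over 15 members and an adjusted p of 0.0602. That median was 0.13 once position was subtracted and 0.002 with the mean of all features, and ran from 0.16 to 0.51 without each array in turn, and the list passed in 4 of 17 alternatives (adjusted p 0.00310 to 0.479). Of these *gata5* (2.06 ± 0.45, SE) and *gata6* (2.31 ± 0.56), which are also endoderm genes, rose over the list alone, and the iron exporter gene *slc40a1* fell by 1.24 on the log2 scale, with its dimmer features at 0.06 and -0.41 and the same feature at -0.58 once position was subtracted, when it did not pass. *ctsla* differed by 0.43 (0.94 once position was subtracted). Enveloping layer genes had a median of 0.10 over 19 members and an adjusted p of 0.320 (0.37 and 0.0336 without *ndr1*-injected replicate 2, and a lowest median of -0.03 over 17 alternatives), with *krt18a.1* at 1.45, *evpla* at 0.90, *anxa1c* at -0.78 and *krt17* at 0.57. Once position was subtracted they were at 0.92, 0.41, -1.21 and 0.20, and over 17 alternatives they ran from 0.74 to 1.67, 0.18 to 1.19, -1.41 to -0.42 and 0.20 to 0.75. Germ plasm genes had a median of -0.15 (-0.27 to 0.17 over 17 alternatives) and a mean of 0.01 over 13 members, and camera gave the lower direction with an adjusted p of 0.524. *gra*, *rgs14a*, *dazl* and *piwil1* differed by 1.40, -0.50, -0.35 and -0.31. Dimmer features read 0.86 for *rgs14a* and 1.08 and 0.25 for *piwil1*, and over 17 alternatives *gra*, *rgs14a*, *dazl* and *piwil1* ran from 0.93 to 1.69, -0.60 to 0.18, -0.47 to 0.28 and -0.43 to 0.34. In the enveloping layer and germ plasm lists 0 members passed over the list alone.

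Stress and p53 genes had a median of 0.05 (-0.07 to 0.47 in 17 alternatives) over 19 members and an adjusted p of 0.524, with the heat shock gene *hsp70l* at 1.14 ± 0.42 (SE), *hspa5* at -0.52, *gadd45ab* at -0.56 and *bbc3* at 0.84. *gadd45ab* was at -0.09 once position was subtracted, the dimmer *bbc3* feature read 0.24, and without *ndr1*-injected replicate 1 *hspa5*, *gadd45ab* and *bbc3* were at -0.26, -0.21 and 0.17. After subtraction of the position trend their median was 0.43 with an adjusted p of 0.0210. Antiviral genes had a median of -0.01 (-0.51 to 0.09 in 17 alternatives) over 9 members and an adjusted p of 0.518, with *ifnphi1* at -0.81 (0.66 on its dimmer feature and -0.34 once position was subtracted), *tlr3* at 0.26, *ifih1* at -0.57 and *irf1b* at -0.19, the last 3 running from 0.10 to 0.43, -1.31 to 0.06 and -0.55 to 0.03 over the alternatives. Chromatin assembly genes had a median of -0.08 (-0.11 to 0.15 in 17 alternatives) and a mean of 0.04 over 19 members, and camera gave the lower direction with an adjusted p of 0.804, and *nap1l1*, *hist2h2l*, *h2ax* and *hmgb2a* differed by 0.59, 0.70, -0.37 and -0.32, of which *nap1l1* read -0.05 on its dimmer feature and -0.04 once position was subtracted, when *h2ax* was at -0.60. Housekeeping genes had a median of 0.12 (0.20 once position was subtracted) over 18 members and an adjusted p of 0.518, with *actb1*, *ppiaa*, *rpl8* and *rpl13* at 0.54, 0.33, -0.27 and -0.24, of which *ppiaa* and *rpl13* changed sign, to -0.08 and 0.31, once position was subtracted, and *rpl8* read -0.01 on its dimmer feature. In these 4 lists 0 members passed over the list alone, though fry, another set test, gave the housekeeping list an unadjusted p of 0.0017.

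The genes that the study singled out were read as well. Its named Nodal targets, apart from *ddit4*, which it names for Smad2 binding, and the genes it tested by *in situ* hybridisation were chosen on these samples or for their Nodal response, so their counts are not independent evidence. Of the 9 named targets 8 rose with p adjusted over the list alone, none passed over all genes, and the median was 2.42. They were *tbxta*, *fgf8a*, *lft1*, *noto*, *mixl1*, *chrd* (3.36 ± 0.66, SE), a BMP antagonist gene, *sox32* and the T-box gene *tbx16* (1.23 ± 0.40), while *ddit4* differed by 0.21 ± 0.25, and by -0.13 once position was subtracted (-0.24 to 0.33 over 17 alternatives). Of the 4 *in situ* genes measured, *notum1a* and *foxa* (0.87 ± 0.24) rose over the list alone, and *klf3* (1.42 ± 0.60) and *smarcd3b* (0.45 ± 0.40) did not pass. A dimmer *klf3* feature differed by 2.96, *klf3* passed over the list alone once position was subtracted, and *foxa* and *smarcd3b* ran from 0.56 to 0.99 and from 0.18 to 0.85 over 17 alternatives. Camera gave adjusted p-values of 2.72e-15 and 1.28e-04 for these lists, and adjusted p = 0.0538 and adjusted p = 0.120 with an estimated correlation. Of the 3 ectoderm genes it tested *in situ*, *vgll4l* rose over the list alone (0.73, and 0.18 once position was subtracted, when it did not pass), and *tfap2a* and *stm* differed by -0.19 ± 0.24 (-0.32 to 0.54 over 17 alternatives) and 0.39 ± 0.50 (-0.02 to 0.77), with an adjusted p of 0.320 for the list. The 20 lists share members: 44 of their 304 genes stand in more than 1. *notum1a*, which the study chose on these samples, also counts in the organizer and Wnt lists, and *foxa* in the endoderm list. Its named targets count there too: *mixl1* and *lft1* in the Nodal pathway list, and *mixl1* and *sox32* in the endoderm list. *tbxta*, *noto* and *tbx16* are in the margin list, *chrd* and *fgf8a* in the organizer list and *fgf8a* in the FGF response list. To that extent those lists are not independent of these arrays, or of Nodal response, either.

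The next question was whether the raised genes lie near Smad2, the effector of Nodal signalling. Of the study's genes with proximal Smad2 binding, 326 were named on the array. They included 2 of the 3 raised genes, *foxa3* and *gsc*, against 2.25% of the other genes (p = 0.00150, adjusted p 0.00751, Fisher's exact test, two-sided). The study set its peak calling partly by nearness to Nodal-responsive genes and by known Nodal targets. The list is therefore not fully independent of the property tested, here and in the overlaps below. *foxa3* lay near a region shared by Smad2 and Eomesa, a T-box factor that partners Smad2, and *gsc* near Smad2 without a shared region (Fisher's exact p = 0.0307 and p = 0.0363, both 0.0591 once adjusted). Both overlaps passed once adjusted with array weights (0.00243 each), with an intensity trend and robust variance (1.09e-28 and 0.00759) and with each of the 4 position windows (at most 9.15e-05 and 1.02e-04), where more genes were raised. The list without a shared region holds *ndr1* itself, whose rise was set by the design and which was called in each of these settings. For that list these overlaps were not computed without *ndr1*, so they are not independent evidence. At an unadjusted p of at most 0.02, 43 of 248 higher genes (17.3%) were Smad2-proximal against 1.99% of the others (p = 5.64e-57, chi-square test; 42 of 247 and p = 1.68e-54 without *ndr1*), and 4 of 147 lower genes (2.72%) against 2.25% (p = 0.577, Fisher's exact test). The shared list held 30 of the 248 (12.1%) against 0.839% of the others (p = 8.26e-24, Fisher's exact test). The list without a shared region held 13 (5.24%) against 1.16% (p = 1.17e-05, Fisher's exact test), and 12 of 247 without *ndr1* (p = 5.10e-05). The median change of all 326 was 0.14, with an adjusted p of camera of 1.11e-05. It was 0.31 for the 149 shared genes, with an adjusted p of camera of 3.06e-09, and 0.10 for the 177 others, with an adjusted p of 0.0401. With an estimated correlation camera gave adjusted p = 0.0556 for all 326, for the 149 and for the 177, so none of these lists passed. The call of the 177 was lost without control-injected replicate 2, without *ndr1*-injected replicate 1 and with array weights (adjusted p 0.125, 0.147 and 0.0602), and their median was 0.06 without control-injected replicate 2. The difference between these lists was not tested.

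The raised genes were last set against genes that change in MZ*eomesa* embryos, which lack maternal and zygotic Eomesa. Of 231 array genes that the study listed as lower in the mutant, 1 was among the 3 raised genes, *id3*, and of 325 listed as higher 1, *foxa3*. Fisher's exact test gave p = 0.0473 and p = 0.0660, and both were above 0.05 (0.0591 and 0.0660) once adjusted over the 5 overlaps. With an intensity trend and robust variance both passed (0.0128 and 0.0269), and the list lower in the mutant passed with windows of 15 and 25 features (4.62e-06 and 6.60e-04) but not of 5 and 9 (0.134 and 0.228), and the other list with none of the 4. At an unadjusted p of at most 0.02, 14 of the 248 higher genes (5.65%) were among those lower in the mutant, against 1.53% of the others (p = 4.69e-05, Fisher's exact test), and 12 (4.84%) among those higher, against 2.21% (p = 0.0106, chi-square test). Of the 147 lower genes 4 (2.72%) were lower in the mutant (p = 0.302) and 9 (6.12%) higher in it (p = 0.00608), both by Fisher's exact test. Once position was subtracted the latter overlap did not pass, with 2 of 77 lower genes (2.60%) against 2.25% (p = 0.693, Fisher's exact test), while the list higher in the mutant held 20 of 251 higher genes (7.97%) against 2.15% (p = 2.78e-09, chi-square test). As whole lists the genes lower and higher in the mutant had medians of 0.07 (0.01 to 0.15 over 17 alternatives) and 0.13 (0.03 to 0.16), and by camera neither passed as fitted (adjusted p 0.164 and 0.0718). The list higher in the mutant passed in 9 of 17 alternatives (adjusted p 0.0102 to 0.972), and the other list in 0.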

Values the study reported

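The study reported 252 upregulated and 69 downregulated genes in *ndr1*-injected embryos at P ≤0.02. It reported 898 regions bound by Smad2 and 729 genes with proximal Smad2 binding, of which 53 responded to *ndr1*.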

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

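The subtraction of array position and the removal of *ndr1* from the lists were chosen after the data had been examined; the other alternatives were fixed before. Of the 3 called genes, all 3 were also called with quantile normalisation, median centring, the dimmest features left out, array weights, an intensity trend with robust variance, a 2-fold minimum, and the mean of all features of a gene. The trend with robust variance called 42 features (36 higher, 6 lower) and 27 genes (24 higher, 3 lower, *blf* among the latter at adjusted p 0.00272), and array weights 5 genes. *ndr1* passed with both, at 3.65 and 3.56 log2 units, adjusted p 1.03e-04 and 0.0409. An adjusted p of at most 0.02 left 0 genes, as did calling a gene from any of its features, since 0 features passed. At an unadjusted p of at most 0.02 there were 1065 features and 395 genes, and without each array in turn 566 to 2083 features and 195 to 769 genes. Without each array in turn, 0 features and 0 genes passed (0 to 0), *ndr1* differed by 3.32 to 3.85 (adjusted p 0.0837 to 0.423), and 7 to 11 lists passed. *gsc*, *foxa3* and *id3* then differed by 3.1 to 3.4, 3.2 to 3.5 and 2.4 to 2.6 (adjusted p 0.0814 to 0.394), on 2 arrays against 3. No overlap could be computed without an array, since no gene was called.

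With windows of 5, 9, 15 and 25 features, subtraction of position gave 6, 28, 32 and 37 features and 7, 16, 26 and 24 genes, all higher, and *ndr1* at 3.26, 3.27, 3.44 and 3.57 (adjusted p 0.0305, 0.0120, 0.00399 and 0.00145). *gsc* passed with each window, *foxa3* failed with 5 (adjusted p 0.089), and *id3* with 5 and 9 (0.256 and 0.0975). Camera called 9 lists, 9 with *ndr1* left out, and 0 with an estimated correlation. Fry, another of the set tests, gave housekeeping genes an unadjusted p of 0.0017. The Nodal pathway, endoderm, and mesoderm and margin lists had 0.0013, 0.0044 and 0.0049. For change in either direction fry gave early zygotic genes 1.87e-05 and housekeeping genes 0.074. The maternal median ran from -0.40 to 0.013 without each array in turn, changing sign without *ndr1*-injected replicate 1. Medians of lists that had not passed also changed sign when arrays were left out: ventral and BMP (-0.07 to 0.19), enveloping layer (-0.03 to 0.37), germ plasm (-0.27 to 0.07), antiviral (-0.51 to 0.03), stress (-0.07 to 0.19), early zygotic (-0.26 to 0.07), chromatin assembly (-0.11 to 0.01) and the ectoderm *in situ* genes (-0.02 to 0.76). Position subtraction ended the maternal call and raised the stress list past the threshold with every window. With a window of 9 the maternal median stayed at -0.26, with an adjusted p of camera of 0.0540. The causes of these changes were not tested.

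Same-numbered arrays of the 2 groups deviated from their group means with correlations of 0.18, -0.10 and 0.04, and the other pairs with -0.26 to 0.22. No pairing showed in these values. They carry the position trends, so a shared clutch or day of same-numbered samples cannot be excluded. With the replicate block 0 genes and 0 features were called, *gsc*, *foxa3* and *id3* having adjusted p 0.282, 0.282 and 0.444.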

Other observations

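Tests of array position and those without *ndr1* were chosen after the results had been seen; the tests of transcript level, stage, injected mRNA and other splits were set down before. Once the position trend was subtracted, genes outside the fixed lists passed as well, chosen here after their values were seen. With a window of 9 these were *cyp27c1*, a cytochrome P450 gene (2.61 log2 units, adjusted p 0.00754), the arginase gene *arg2* (2.60, 0.0105) and *tagln2*, a transgelin gene (3.01, 0.0372), and *cyp27c1* passed with all 4 windows. In the uncorrected values they differed by 2.58, 2.68 and 2.67, and passed there with an intensity trend and robust variance (adjusted p 0.0196, 0.00102 and 8.88e-04) but not without it. The 7 genes called with every window were *cyp27c1*, *fgf8a*, *foxa2*, *foxc1a*, *gsc*, *lhx1a* and *ndr1*. With window 9 the real grouping gave 16 genes and each of the 9 other splits of the arrays gave 0.

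Of the early zygotic list, 3 genes, chosen here after their values were seen, were lower on each of their features. For *sox3* all 6 features were lower, between -0.94 and -0.52, for *blf* all 3 (-1.39 to -0.91) and for *inka1a* both (-0.76 and -0.69). After position subtraction with window 9 *sox3*, *blf* and *inka1a* differed by -1.0, -0.81 and -1.24, none past the threshold over all genes, and *sox3* and *inka1a* but not *blf* passed over the list alone. With an intensity trend and robust variance *blf* passed over all genes (adjusted p 0.00272). The list as a whole went both ways, with 10 of 22 members higher, among them *her3* at 1.82 and *bambia* at 0.98.

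The features lower at an unadjusted p of at most 0.02 lay together on the array. Of the 535, 85.6% had another such feature within 2 rows and 2 columns, against 18.9% to 29.9% in 100 random placements. The 530 higher features did so in 65.1%, against 17.9% to 29.6%. After position subtraction 41.7% of the lower and 36.8% of the higher features still had an unadjusted p of at most 0.02. Array position is thus a possible source of many features in both directions. The other features of the genes of the lowered features had a median change of -0.13 (95% bootstrap interval -0.28 to -0.04, 92 features), far from the -1.17 of the lowered features. The higher features fell short in the same way (0.29 against 1.19), so lower transcript levels stay open as a part of the cause.

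Nodal pathway, endoderm and margin genes had a joint median of 0.51 over 59 genes. Array position does not account for most of it, though a part is not excluded. After subtraction the median was 0.42, with a 95% bootstrap interval of 0.29 to 0.59, above 0.25. The lower bound stayed above that value with the other windows, as it did without *ndr1* (0.47 before and 0.41 after, lower bounds 0.252 to 0.287 against 0.236). The medians also vary with the arrays used. Before subtraction, those of the Nodal pathway, endoderm and margin lists ran from 0.15 to 0.53, 1.2 to 1.87 and 0.40 to 0.70 without each array in turn. A later stage of the injected embryos may contribute. The early zygotic median of -0.056 had an interval (-0.332 to 0.248) just under the bound of 0.253 set beforehand. However, the members of this list went both ways and after position subtraction the interval reached 0.43. The maternal median, for which no bound had been set, was -0.24 (interval -0.35 to -0.14), and -0.26 (-0.45 to 0.08) after subtraction. It was 0.01 without *ndr1*-injected replicate 1. Stage therefore stays open. If the control was water, as the labels state, a load of injected mRNA cannot be told apart from the effect of *ndr1*. The general methods of the study name *egfp* mRNA as the control, and which holds for these arrays is not known here. The stress median was 0.051 as deposited and 0.43 after subtraction, so load stays open. From these arrays alone, a response to Nodal signalling remains a hypothesis beside stage and load. The study gives evidence of another kind for some genes. By *in situ* hybridisation it found *foxa*, *klf3*, *nhsl1b* and *notum1a* raised after *ndr1* injection, and at a later stage *smarcd3b* too. In MZ*oep* mutants, where Nodal signals are lost, it found their staining weaker or missing. It also stained for *tbxta*, *gsc* and *sox32* after sphere stage. In MZ*oep* embryos it described their expression as similar to that of MZ*eomesa* embryos with *foxh1* knocked down, which was reduced or absent. Of all these genes *foxa* and *sox32* are in the endoderm list and *tbxta* in the margin list.

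The 6 arrays make 10 splits, too few for a share under 0.05. The real grouping gave 3 genes, and 0 was the highest of the others, so 1 split reached that count. For features past the threshold it gave 0, as did the others, so all 10 splits reached it. At an unadjusted p of at most 0.02 it gave 1065 features, and 3 splits gave as many, the highest other 2225. After position subtraction with window 9 that split gave 647, the real grouping 1058 and the highest other 1228. Camera called 9 lists, and 2 splits gave as many, the highest other 10.

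At an unadjusted p of at most 0.02, 248 genes were higher and 147 lower here, and after position subtraction with windows of 5, 9, 15 and 25 features 79, 77, 83 and 113 were lower. With the same windows 255, 251, 247 and 237 were higher. Each of these lower counts is above the downregulated count quoted from the study. The higher counts lie on both sides of its upregulated count. The study mapped its probes to Ensembl cDNAs, and its adjustment is not known. Here each gene was represented by its brightest feature, so the sets of genes differ. The counts are therefore not directly comparable, and the cause of the differences was not tested.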
